A study of Mus musculus with 7 samples.

How the data were processed

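Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was run on mouse hippocampus with an antibody against Fos, a subunit of the AP-1 transcription factor that neurons make after strong activity. Per the labels, the mice were C57BL/6J, 2 months old, and received either saline or kainic acid, an agonist of glutamate receptors that provokes seizures. Kainic acid was injected into the peritoneum at 10 mg/kg in 2 doses 30 min apart. Animals with seizures of level 4 were killed 1 hour after the first dose. The labels give 3 saline libraries, 3 kainic acid libraries and 1 input library, which holds chromatin without immunoprecipitation. No peak list of the input was used here, and the labels do not say how many animals went into a library.

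The data were 6 lists of peaks, 1 per library, none pooled, so each list is 1 replicate. Per the file contents, the authors trimmed reads, filtered alignments (the peak names carry a mapping quality of 30), sorted and merged them before calling peaks. The peak caller, its version, the genome build, the cutoff and the control library are not stated. Each deposited list has 10 columns. The authors' score of a peak equals 10 times the −log10 q, rounded down. The deposited fold is a linear ratio of the peak to its local background within that library, and the deposited −log10 p and −log10 q also belong to 1 library. None of these values is scaled between libraries, so they were used only to rank, filter or describe peaks within a list. The lowest −log10 q of the long lists lay between 1.35 and 1.38, so a region missing from a list is a region that was not called there, which is not the same as an unbound region.

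No read totals come with the lists. Depth was therefore recovered from the deposited fold and −log10 p. For each peak, the pileup k (reads over the summit) and the background λ were solved from fold = (k + 1)/(λ + 1) and from p as the Poisson probability of more than k reads given λ. All 111142 of 111142 peaks were solved within a tolerance of 0.001 in −log10 p, relative to its size for very small p-values. On simulated data the solver returned 100% of 16815 pileups, and 0.803% of values that did not follow the relation came as close by chance. Background levels rise in steps, and the height of a step is the number of reads of the library per control read, called relative depth here. In the long lists, 91.5% to 95.5% of background levels lay on these steps or on the floor. The lowest background is a genome-wide floor. Floor divided by relative depth and by the narrowest peak width was 0.0157 in each of the 4 long lists, as it would be with a single control library and with that width as the fragment length. The lists of saline replicates 1 and 3 are too short to show steps, so the constant was used to give the product of depth and fragment length. In the long lists the fragment length was set to the narrowest peak width, so no peak there could be narrower. That no peak is narrower than the fragment length was assumed for these 2 short lists. In saline replicate 1 a single background level, 0.914, was taken as 1 step. It gave a relative depth of 0.914 and a fragment length of 49 bp, which is also the width of the narrowest peak there. This level is 20.4 steps of the background in a 1 kb window, which is not a whole number. A lower level of 0.806, under the chromosome 13 peak, was read as steps of that window and did not set the depth. In saline replicate 3 the single level above the floor is also 20.0 steps of the background in a 1 kb window, which leaves the depth open. Its narrowest peak of 76 bp allows a relative depth of 0.604 or more. Relative depth rests on this inferred model of the calling and is not a read count.

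Peaks of all lists were merged where they overlapped by at least 1 bp, and a merged region was counted for each list with a peak in it. Kainic acid regions are merged regions with a peak in at least 2 of the 3 kainic acid lists. The number expected by chance came from 100 placements of each list at random positions of the same chromosomes. The overlap of each saline list with kainic acid regions was compared with 1000 such placements. Placement ignores mappability and so gives too little chance overlap. Merging was checked on simulated lists, where it returned 5000 of 5000 regions shared by at least 2 lists. Shares have 95% Clopper-Pearson intervals, which cover counting error only. Numbers of peaks were compared between groups as log10(n + 1) with a two-sided exact permutation test over all 20 assignments. With 3 libraries against 3, its smallest p is 0.1. Enrichment was compared between kainic acid lists by Spearman's rho of the fold over regions in both lists, without a p-value, since regions are not independent replicates.

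Gene names and spans came from a RefSeq gene table of the assembly GRCm38.p6, which has no strand and no exons. Since the lists name no build, the match was tested on the data. Summits were shifted by 5, 20 and 100 kb in both directions, and the share within 1 kb of an end of a protein-coding gene was counted. In each of the 4 long lists, 19 of 19 autosomes had a higher share without a shift. The table was then used for gene names, neighbours and counts near genes, and its coordinates are not given. Coordinates below are those of the lists, counted from 1. All 40 activity-regulated, 20 neuronal and 20 liver genes of the lists fixed beforehand were found in it. A gene counted as having a region when one lay within 10 kb of its span, and the count was set against 10000 random lists of protein-coding genes matched on gene length in 10 classes. Pairs of lists were compared with Fisher's exact test, which ignores gene length, a comparison added after the shares were seen.

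Designs, gene lists and alternatives were fixed before the data were examined. The planned share of AP-1 motifs at summits was not run because no genome sequence was used here. The planned share at transcription start sites was not run because the gene table has no strand. It was replaced, after the files had been seen, by the share of summits within 1 kb of either end of a protein-coding gene. Named regions are the 5 with the best mean rank of fold over the 3 kainic acid lists and no saline peak, and the 3 with the best mean rank among those with a saline peak. One of the 5 is not reported here. For these the neighbouring gene replaces the planned nearest start site. Every peak of a saline list with 20 or fewer peaks could be named, as could 11 genes of the activity-regulated list. Alternatives were −log10 q of at least 5 or 10, main chromosomes alone, summits within 200 bp or an overlap of 50% of the shorter peak as the rule for a shared region, equal numbers of kainic acid peaks, presence in all 3 lists, a reach of 50 kb, each library left out, and the replicate number as a block. Analyses used Python with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.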

Results

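Peak lists of Fos ChIP-seq were compared between the hippocampus of saline-treated mice and that of mice 1 hour after kainic acid, with 3 libraries in each group. The kainic acid lists held 15009, 63197 and 29650 peaks for replicates 1, 2 and 3. The saline lists held 7, 3277 and 2 peaks. Kainic acid peaks covered 6.27, 29.3 and 16.3 Mb, and the peaks of saline replicate 2 covered 0.959 Mb. Median peak widths were 365, 382 and 473 bp in kainic acid replicates 1, 2 and 3, and 256 bp in saline replicate 2.

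The relative depth, in reads per control read, was 0.874, 0.830 and 0.949 in kainic acid replicates 1, 2 and 3. It was 0.707 in saline replicate 2, below all 3 kainic acid libraries. In saline replicate 1 it was 0.914, inferred from a single background level of a list of 7 peaks. In saline replicate 3 the 2 peaks did not fix it and allowed 0.604 or more. The fragment length solved from the lists was 230, 207 and 270 bp for kainic acid replicates 1, 2 and 3 and 202 bp for saline replicate 2. For saline replicate 1 it was 49 bp, and for saline replicate 3 it was at most 76 bp. By this solution the 2 short lists were called with a shorter fragment length than the other 4, which limits any comparison with them. Whether the length was set or estimated for each library is not stated. The lowest pileup called was 12, 9 and 13 reads in the kainic acid lists and 12, 11 and 17 reads in the saline lists.

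The first comparison asks whether more Fos-bound sites were called after kainic acid. The mean log10(number of peaks + 1) was 4.48 ± 0.312 (SD, n = 3) with kainic acid and 1.63 ± 1.65 (SD, n = 3) with saline, a difference of 2.85. Every kainic acid list was longer than every saline list, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. The difference exceeded the SD of either group. Most of the saline spread came from replicate 2, and without it the difference was 3.79. In numbers of peaks, the means were 35952 ± 24704 (SD, n = 3) and 1095 ± 1889 (SD, n = 3). The setting that moved this result most within the full set of libraries was the length covered, which differed by 3.36 on the log10 scale.

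**Figure D1:**
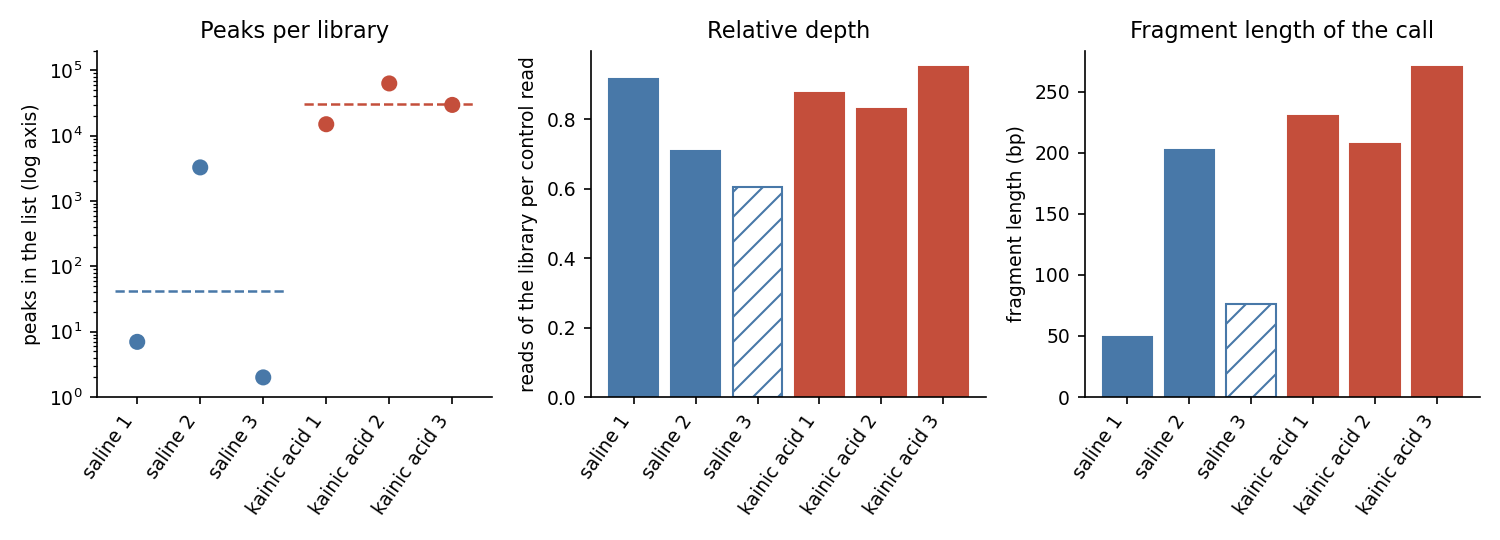
Peaks per library on a log axis (left, points; dashed lines are group means of log10(n + 1)), relative depth in reads per control read (middle, bars) and the fragment length in bp solved from each list (right, bars), with saline in blue, kainic acid in red, and hatched bars for bounds (lower for depth, upper for length). The longest saline list has 3277 peaks against 15009 in the shortest kainic acid list, and saline replicates 1 and 3 stand apart by fragment lengths of 49 bp and at most 76 bp.

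The next comparison asks how far the kainic acid libraries share their sites. Merging all 6 lists gave 68873 regions, of which 66683 had a kainic acid peak. Of the latter, 11937 were in all 3 kainic acid lists, 14925 in exactly 2 and 39821 in 1. The 26862 regions in at least 2 lists were 40.3% of those with a kainic acid peak. Random placement gave 1260 ± 37.9 regions in at least 2 lists (SD over 100 placements), so the observed number was 21.3 times the chance value. Of the peaks of kainic acid replicate 1, 93.0% overlapped a peak of replicate 2 and 83.8% a peak of replicate 3. In the other direction, 21.7% of the peaks of replicate 2 overlapped replicate 1 (lists of 63197 and 15009 peaks). The number of shared regions depended on the longer lists. It was 12176 without kainic acid replicate 2 and 13526 without replicate 3, and with −log10 q of at least 10 it was 8046.

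The fold of shared regions was ranked alike in part. Spearman's rho across regions was 0.550 between replicates 1 and 2 (13498 regions), 0.572 between replicates 1 and 3 (12177 regions) and 0.614 between replicates 2 and 3 (25063 regions). The mean was 0.579 ± 0.0329 (SD over 3 pairs).

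**Figure D2:**
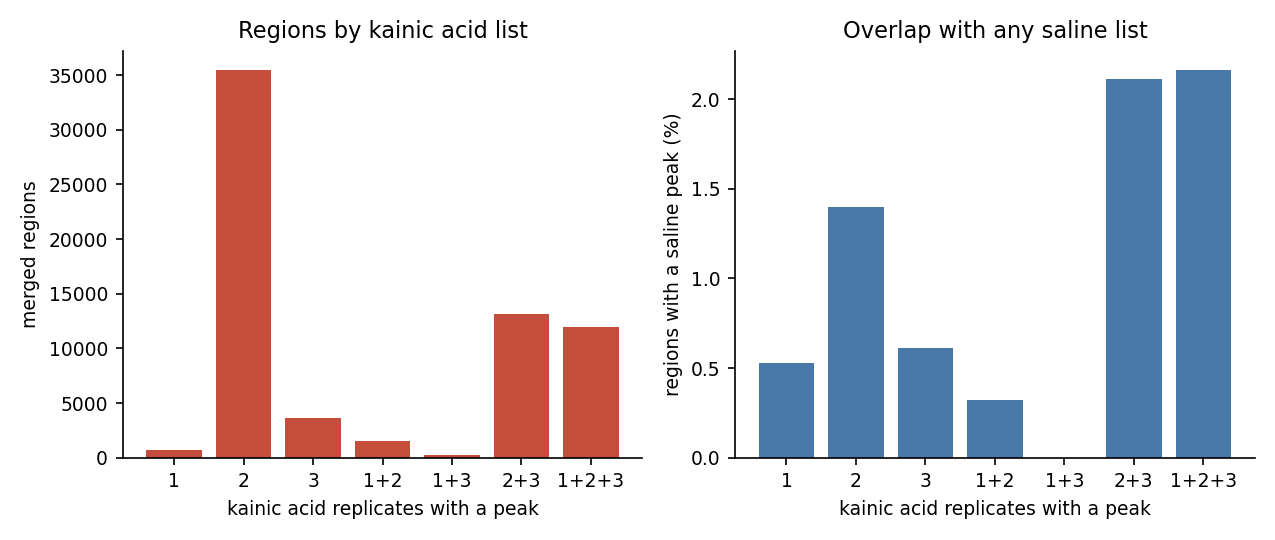
Merged regions by the kainic acid replicates that have a peak in them (left, number of regions) and the percent of each class with a peak in any saline list (right). Replicate 2 alone gives 35458 regions, all 3 replicates share 11937, and no class has more than 2.16% of its regions at a saline peak.

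Kainic acid regions were then compared with the saline lists. Of the 26862 regions in at least 2 kainic acid lists, 26322 had no saline peak, which is 98.0% (95% Clopper-Pearson interval 97.8 to 98.2). Of the 540 with a saline peak, 538 had one of saline replicate 2, 5 of replicate 1 and 1 of replicate 3. This share thus rests on saline replicate 2, and without that list it was 99.98%. Because saline replicates 1 and 3 hold 7 and 2 peaks, they could have overlapped few regions in any case. Saline replicate 2, with 3277 peaks, could have reached only a minority of the 26862 regions. The lengths of the saline lists alone therefore keep this share high. A single region was in all 6 lists, on the Y chromosome.

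Seen from the saline side, 557 of the 3277 peaks of saline replicate 2 overlapped a kainic acid region, 17.0% (15.7 to 18.3). Random placement of the list gave 1.16% ± 0.180 (SD), and its permutation p was 0.001, the smallest that 1000 placements can give. This share fell to 7.29% without kainic acid replicate 2 and to 8.00% without replicate 3, both still above random placement. Against peaks of any kainic acid list the share was 33.2%, so 66.8% of the saline replicate 2 peaks lay at no kainic acid peak. In saline replicate 1, 5 of 7 peaks overlapped a kainic acid region, 71.4% (29.0 to 96.3), and in saline replicate 3 it was 1 of 2.

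The peaks of the short saline lists can be given singly. Saline replicate 1 had 4 peaks on autosomes. They lay at chromosome 13, 45623865 to 45624224, inside Atxn1 (fold 12.7), at chromosome 15, 95276706 to 95276965, inside Nell2 (fold 11.7), at chromosome 17, 65961499 to 65961993, next to Ankrd12 (fold 13.6), and at chromosome 18, 39391060 to 39391184, outside genes with Arhgap26 as the nearest (fold 6.79). All 4 were in all 3 kainic acid lists. The other 3 peaks were on the Y chromosome, starting at 145849, 259136 and 11858090. Both peaks of saline replicate 3 were also on Y, starting at 259126 and 11858095. Saline replicate 2 had peaks at both of these Y positions too, and at the chromosome 15 and chromosome 18 sites of saline replicate 1. Folds are the authors' own values.

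The kainic acid regions of best mean rank with a saline peak were the same Nell2, Atxn1 and Ankrd12 sites. They held ranks 1 to 3 in each kainic acid list. The region inside Nell2 (chromosome 15, 95275949 to 95277575) had a fold of 54.5, 82.6 and 54.4 in kainic acid replicates 1, 2 and 3. The region inside Atxn1 (chromosome 13, 45623232 to 45624723) had a fold of 56.3, 82.6 and 54.2. The region next to Ankrd12 (chromosome 17, 65960733 to 65962691) had a fold of 44.1, 63.5 and 44.7. Only the Nell2 region also had a peak in saline replicate 2. The gene table does not say whether a position inside a gene is exonic or intronic.

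Among regions with no saline peak, the best mean rank of fold belonged to chromosome 14, 14632198 to 14633975, outside genes with Slc4a7 as the nearest (folds 21.6, 50.1 and 27.4 in replicates 1, 2 and 3). Also among the 5 best was chromosome 8, 125958837 to 125960049, outside genes near Map3k21 (19.5, 39.1 and 22.1). Next came chromosome 18, 17999270 to 18000151, with Cdh2 as the nearest but distant gene (22.2, 36.4 and 18.3), and chromosome 8, 64841096 to 64842669, inside Klhl2 (15.7, 31.5 and 22.5). Folds differ between lists partly because each list has its own background, so the ranks carry the comparison.

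Positions relative to genes differed between the groups' lists. In saline replicate 2, 59.0% of 3270 summits (57.3 to 60.7) lay within 1 kb of an end of a protein-coding gene. In the kainic acid lists it was 6.29%, 10.5% and 7.72%, a mean of 8.16% ± 2.12 (SD, n = 3). For regions in at least 2 kainic acid lists it was 7.86% (7.54 to 8.19), against 3.11% ± 0.114 (SD) for random placement. The share was 11.7% for regions in 1 kainic acid list, 8.72% for those in 2 and 6.79% for those in all 3. With a reach of 2.5 kb the shares were 70.3% in saline replicate 2 and 14.2% for kainic acid regions. Saline replicate 2 is 1 library, and replicates 1 and 3 hold too few peaks to tell whether other saline libraries would share this.

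**Figure D3:**
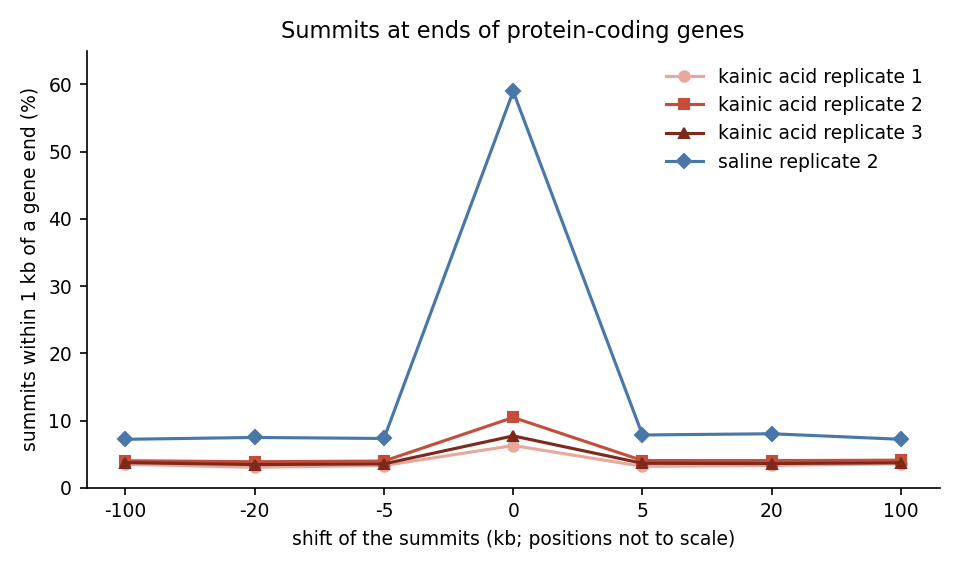
Percent of peak summits within 1 kb of an end of a protein-coding gene (vertical axis) when all summits are left in place (0) or shifted by 5, 20 or 100 kb (horizontal axis, not to scale), for the 4 long lists. Without a shift saline replicate 2 reaches 59.0% and the kainic acid lists 6.29% to 10.5%, and all 4 fall when shifted.

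A last comparison asks whether genes known to respond to neuronal activity lie near kainic acid regions. Of the 40 activity-regulated genes, 39 (97.5%) had a region within 10 kb, the exception being Penk. Random lists of the same gene lengths had a median of 32.5% and a 95% range of 20% to 47.5%, and 0 of 10000 reached the observed share. Of the 20 neuronal genes, 19 (95%) had a region, all but Slc17a7, against a random median of 50%. Of the 20 liver genes, 3 (15%) had one, namely Apob, Ttr and F2, against a random median of 35% and a 95% range of 15% to 60%. With both shares close to 100% in this setting, no difference between the activity-regulated and neuronal lists could show. The activity-regulated list differed from the liver list (Fisher's exact p = 4.95e-11, 1.49e-10 after Benjamini-Hochberg adjustment over 3 comparisons), as did the neuronal list (p = 4.06e-07, adjusted 6.08e-07). Penk, Slc17a7, Apob, Ttr and F2 were named after their values were seen. The setting that moved the activity-regulated share most was −log10 q of at least 10, which gave 65.0%, against 70.0% for the neuronal list. It was also below the neuronal share for regions in all 3 lists (70.0% against 85.0%). Without kainic acid replicate 2 it was 72.5% against 85.0%, and without replicate 3 it was 75.0% against 85.0%. Both were equal without replicate 1 and at a reach of 50 kb. Random medians were higher for the neuronal list too, and these differences were not tested.

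**Figure D4:**
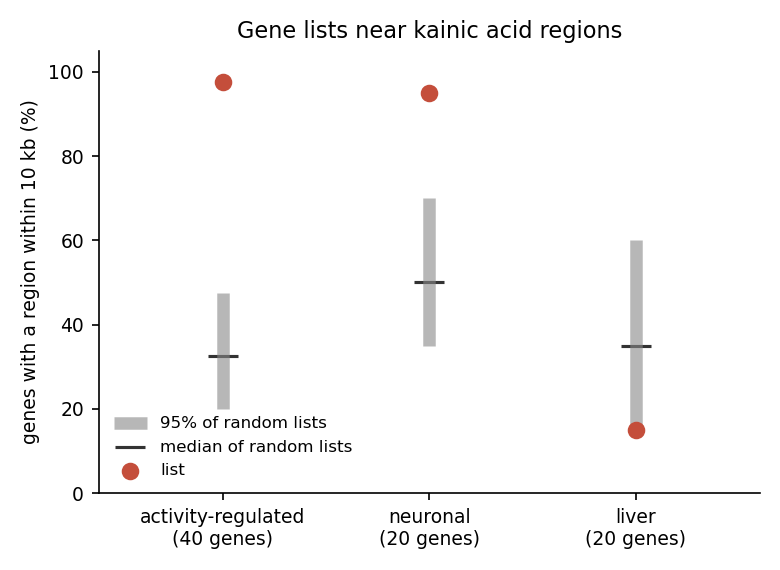
Percent of genes with a kainic acid region within 10 kb (vertical axis) for 3 gene lists (red points), with the median (dash) and 95% range (grey bar) of 10000 random lists matched on gene length. The activity-regulated and neuronal lists, at 97.5% and 95%, lie above their ranges, and the liver list, at 15%, lies at the lower edge of its range.

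Single genes of the activity-regulated list differed in the number and rank of their regions. Within 10 kb, Homer1 had 14 regions, 8 of them in all 3 kainic acid lists, and Bdnf had 6, with 2 in all 3. Arc, Fosb and Scg2 had 4 each, Fos, Junb and Egr1 had 3 each, Nptx2 and Npas4 had 2 each and Nr4a1 had 1. These counts are not adjusted for gene length. The span searched includes the gene itself, which is 101373 bp for Homer1 and 52344 bp for Bdnf. It is 3385 bp for Fos and 3490 bp for Arc, so the counts do not rank the genes. Some counts rested on single libraries. Without kainic acid replicates 2 or 3, Homer1 had 8 regions in both cases, Fos had 1 in both cases, and Bdnf had 2 and 3. Without replicate 3, Arc had 2. The strongest region near Npas4 (chromosome 19, 4992613 to 4994024) had a mean percentile rank of 0.322, where 0 is the highest fold of a list. That near Junb (chromosome 8, 84985101 to 84986548) had 1.20 and that near Nptx2 (chromosome 5, 144546652 to 144547788) had 3.92. The strongest region near Fos itself (chromosome 12, 85486515 to 85488302) ranked at 26.8. The region near Nr4a1 (chromosome 15, 101266582 to 101267368) rested on kainic acid replicates 2 and 3, since replicate 1 had no peak within 10 kb of this gene. Its mean percentile rank of 53.7 counts replicate 1 at the lowest possible rank. It therefore overstates how low the region stood in the lists that hold it. The region was not counted when replicate 2 or 3 was left out. Saline replicate 2 had peaks within 10 kb of Fos (2), Junb (3), Fosb, Arc, Npas4 and Bdnf (1 each), and saline replicates 1 and 3 had none near any of the 11 genes.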

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

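The share of summits at gene ends and its alternatives were chosen after the files had been seen, and all other alternatives were fixed beforehand. The planned motif share, the planned share at transcription start sites and a reach of 1 kb from start sites were not run, since they need a genome sequence or gene strands. Of 187 alternative values, 134 were counted as on the same side of their test, or within the spread or 1.5-fold limit set for values without a test. Of the others, 52 moved, 1 became stronger and 0 reversed. Among the 134 are liver shares at percentiles of 4.92, 6.85, 6.86 and 12.5, against 0.730 in the report's setting. By percentile these went from below 2.5 to above it. The 134 include 24 values for the regions chosen by rank, which the filters could not have removed. They also include the alternatives of the comparison of peak numbers, whose test could not have changed side.

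The difference in log10 number of peaks kept its direction under every alternative run, from 2.27 to 3.79 across the 6 comparisons that each left out one library. Its exact permutation test cannot pass 0.05 at this size, so its p-values say nothing about stability. The library numbers run from 1 to 3 in both groups, and the labels do not say that a number marks a shared day or litter. With the replicate block the difference was 2.85, with p = 0.25 in the exact sign-flip permutation test, the smallest value that 3 pairs allow. The correlations across regions of deviations in list membership were −0.165, −0.177 and −0.0491 for same-numbered libraries and from −0.166 to 0.178 for different numbers. Saline replicate 2 holds nearly all saline peaks, so centring sets these values and they cannot show whether the numbers pair the libraries. The numbers were not treated as pairs because neither the labels nor the data show that they are.

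The number of regions in at least 2 kainic acid lists fell from 26862 to 8046 with −log10 q of at least 10, to 13226 with equal numbers of kainic acid peaks and to 11937 when all 3 lists were required. Across the fits that each left out one kainic acid library it ran from 12176 to 25066, because fewer lists allow fewer pairs. The share of these regions with no saline peak was 99.2% and 99.9% with −log10 q of at least 5 and 10, 98.6% with summits within 200 bp and 97.3% with equal numbers of peaks. Leaving out one library gave 97.9% to 99.98%, the last without saline replicate 2. The other 5 values with one library left out lay inside the counting interval of the main share. The rise with a higher −log10 q has its cause in the saline lists themselves, which keep 6, 882 and 2 peaks at 5 and 5, 29 and 1 at 10, so it says nothing about stability. The share of saline replicate 2 peaks at kainic acid regions ran from 7.29% to 33.2% and stayed above random placement under the alternatives run for it. These were −log10 q of at least 5, all 3 lists, any list, each kainic acid library left out, summits within 200 bp and 50% overlap. The alternatives on summits and on 50% overlap used 20 placements each, so their permutation p could not fall under 0.0476.

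Gene-end shares moved with the definition. For kainic acid regions they were 14.2% within 2.5 kb, 11.9% with all annotated genes, 8.60% with −log10 q of at least 10 and 6.79% for regions in all 3 lists. Leaving out one kainic acid library gave 6.53% to 8.15%. For saline replicate 2 they were 70.3%, 63.9% and, with −log10 q of at least 5, 66.1%. Saline replicate 2 stayed above kainic acid regions in each setting run for both.

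Rank agreement moved beyond its spread with −log10 q in place of the fold, to 0.587 for replicates 1 and 2 and 0.653 for replicates 2 and 3. With regions in all 3 lists it was 0.658 for replicates 2 and 3. The cause was not tested. The activity-regulated share ran from 65.0% to 100% over its alternatives and the neuronal share from 70.0% to 100%, with percentiles among random lists from 99.87 to 100. The liver share was 35.0% at a reach of 50 kb, where random lists had a median of 65.0% and its percentile was 0.140. The low liver share weakened elsewhere: its percentile was 0.730 in the report's setting, 12.5 with −log10 q of at least 10, 6.85 for regions in all 3 lists, and 0.880, 6.86 and 4.92 without kainic acid replicates 1, 2 and 3. For the 11 named genes, 30 of 66 counts of regions moved, 22 to fewer and 8 to more, and 5 were 0. The number of peaks, 7 and 2, limits the short saline lists: shares from them have intervals that span most of the scale.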

Other observations

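Of the tests below, those on the whole saline replicate 2 list as kainic acid material, on fragment lengths, on the depth of saline replicates 1 and 3 taken singly, on gene-end chromatin in the kainic acid lists, on genes of the X chromosome and both on the strongest peaks of saline replicate 1 were chosen or reworded after the result was seen. The pattern in every paragraph was found in the same data that tested it.

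Saline lists were far shorter than kainic acid lists. Shallower sequencing is argued against for saline replicates 1 and 2, and as the whole cause for saline replicate 3. The relative depth of saline replicate 1 was 0.914, above that of kainic acid replicates 1 and 2. Its narrowest peak allows no lower value, if no peak is narrower than the fragment length. The depth of saline replicate 3 is not fixed, since its 2 peaks allow a relative depth down to 0.604. When the kainic acid pileups were thinned to the depth of saline replicate 2, 0.707, replicates 1, 2 and 3 still held 14019, 57618 and 25939 peaks. In saline replicate 2 itself 3277 were called. Thinning to 0.604 was not run. The small losses at 0.707 argue against depth as the whole cause of the 2 peaks of saline replicate 3. The fragment length of saline replicate 2, 202 bp, was close to the 207 bp of kainic acid replicate 2, so fragment length does not separate these 2 lists. For saline replicates 1 and 3 it cannot be told apart from treatment. Their fragment lengths were 49 bp and at most 76 bp, against at least 207 bp in the kainic acid lists, and a shorter fragment gives lower pileups. Such a length may itself come from a library with little enrichment, from which a fragment length is hard to estimate, so it can be a result of few bound sites as well as a reason for few calls. Recalling these libraries from reads at one fixed length would decide it. Induction of Fos by kainic acid, which the design names, stays open as the biological explanation.

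Saline replicate 2 held 3277 peaks while the other saline libraries held 7 and 2. Greater depth is argued against by its relative depth of 0.707, below that of saline replicate 1 and of the kainic acid libraries. Saline replicate 3 allows 0.604 or more, so whether saline replicate 2 was deeper than that library is not known. Kainic acid material as the source of the whole list is argued against too, since 66.8% of its peaks lay at no peak of any kainic acid list, although those lists are longer and deeper. The position of its peaks points elsewhere: 59.0% lay within 1 kb of a gene end, against 7.86% of kainic acid regions. This is consistent with open chromatin at gene ends being recovered without specific binding. Binding of Fos at promoters in unstimulated animals would give the same positions, and no value here separates them. The shorter fragment length of saline replicates 1 and 3, at most 76 bp, may also have kept such peaks out of their lists, and this cannot be told apart from a difference between the animals.

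The strongest kainic acid regions held a saline replicate 2 peak more often than weaker ones. Of the 100 regions of best mean rank, 14 had one, 14.0% (Clopper-Pearson 7.87 to 22.4), against 2.04% of the other 11837 regions in all 3 lists (Fisher's exact p = 2.61e-08). The test on the whole saline replicate 2 list was first worded on these 100 regions. It expected most of them to hold one if kainic acid material was the source of that list, and 14 did. The excess is not explained by gene-end chromatin in both lists. Away from gene ends it was 13.3% against 1.36% (Fisher's exact p = 1.62e-09). Both p-values treat regions as independent, which they are not, and describe 1 saline library only. A low level of carried-over kainic acid chromatin or reads would give such an excess, but so would a low level of Fos at the same sites before stimulation, and the 13.3% cannot tell the 2 apart. Open chromatin away from gene ends, recovered without specific binding, was not tested and stays open as well.

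The short list of saline replicate 1 raised the same question. Of its 4 autosomal peaks, 3 were the sites inside Nell2 and Atxn1 and next to Ankrd12, which held ranks 1 to 3 in every kainic acid list. Their pileups of 19, 22 and 25 reads were 6.23% to 10.6% of those in the kainic acid lists. The other peak, on chromosome 18 with 12 reads, was at 21.8%, 9.16% and 14.0% of kainic acid replicates 1, 2 and 3, above the share of the 3 strongest in each. Extra copies of these sequences in the genome are argued against, because the background under them reached at most 1.296 times the genome-wide floor while the lowest of their folds was 11.7. Carry-over in one fixed proportion was tested by scaling all autosomal kainic acid peaks by the mean proportion at these 3 sites, 9.16%, 6.81% and 7.54% for replicates 1, 2 and 3. Without noise, it put 3, 7 and 4 peaks at or above the lowest pileup called. These numbers decide nothing, because the 3 sites that set the proportion pass by construction. Allowing for Poisson noise, it gave 10.9, 36.9 and 20.2 peaks, more than the 4 called. The noise-inclusive numbers were made the deciding ones after both had been seen. The call cutoff of that library is not known and its fragment length differs, so carry-over and weak binding before stimulation cannot be told apart. Saline replicate 2 had only the Nell2 site of the 3, although its list is longer. It also had a peak at the chromosome 18 site.

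The kainic acid lists differed in length by 4.21 times. Depth as the cause is argued against, because replicate 2, with the most peaks, had the lowest relative depth of the 3, at 0.830. Gene-end chromatin does not account for it either, since the longest list was still 4.02 times the shortest without the peaks at gene ends. What remains open is the efficiency of the immunoprecipitation and the response of single animals, neither of which was tested.

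Few kainic acid peaks lay on the X chromosome. Its peaks per Mb were 10.3%, 12.9% and 10.7% of the autosomal density in replicates 1, 2 and 3. The sex of the mice is not in the labels used here. A single X chromosome would give a lower pileup. When all autosomal pileups and backgrounds were halved, the background not below its floor, a median of 51.9% of peaks still passed, 4.63 to 4.85 times the observed density, so this is argued against as the whole cause. Fewer genes are not the whole cause either, since X carries 4.41% of protein-coding genes against at most 0.896% of the peaks of a list. Saline replicate 2 had 0.183% of its peaks on X. Lower mappability and fewer active enhancers on X were not tested, and no biological explanation was tested.

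Some values belong to no comparison. Peaks on the mitochondrial chromosome appeared only in saline replicate 2 (6 peaks) and kainic acid replicate 1 (7 peaks), where they included the highest pileups of both lists, 404 and 454 reads. In saline replicate 2 that is exactly 2 times the fragment length of 202 bp, as it would be if at most 1 read were kept per position and strand. In kainic acid replicate 1 that limit would be 460 reads. Outside the mitochondrial chromosome the highest pileup was 268 and 259 reads in these lists. Peaks on the Y chromosome occurred in all 6 lists, with 4, 6 and 2 in kainic acid replicates 1, 2 and 3 and 3, 6 and 2 in the saline replicates.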
